A study of Homo sapiens with 12 samples.

How the data were processed

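Polyadenylated RNA from A549 and PC9 cells was made into strand-marked, paired-end libraries with the NEBNext Ultra Directional kit, per the labels' protocols, and sequenced on an Illumina HiSeq X instrument. Each line had 3 libraries with a lentivirus carrying SIX4 and 3 control libraries, 12 in 4 groups. The labels title the controls NEO and do not spell the word out. The deposited table holds counts per Ensembl gene, with no normalization recorded. Per the submitters' processing notes the tools were bcl2fastq 2.19, HISAT2 2.1.0, HTSeq 0.9.1 and DESeq2 (no version given), with the genome build GRCh37.p13. The role of each tool, the annotation release and the strand setting of HTSeq are not given in the sources used here.

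The table has 57820 rows for genes, of which 47 are copies on the Y chromosome of genes shared by the sex chromosomes. Gene symbols were found for 51996 of the identifiers. No annotation of the authors' build was available, so GENCODE 29, which is on another build, was used only to find which genes lie opposite one another, through 52338 matching identifiers, and no coordinates are given. All 12 columns were used. Library totals were 2560908 to 4657250 counts, and at this depth the spread between replicates included counting error for weakly expressed genes. Differences between replicates within a group were larger than counting error alone gives, with a chi-square per degree of freedom from 1.71 to 4.37.

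Genes were tested with edgeR 4.0.16 in R 4.3.3. The model held all 12 libraries with 1 mean per group, which leaves 8 residual degrees of freedom. Counts were scaled by TMM and filtered with filterByExpr by group at a minimum count of 10, which left 16078 genes. The quasi-likelihood test was used with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The biological coefficient of variation was 9.35%. The contrasts were SIX4 against control in A549, the same in PC9, the difference of these responses (PC9 minus A549), and PC9 against A549 controls. Log2 changes are given with an approximate standard error, which is not reliable where the change is near 0. For PRSS12 it was 0.24 for an interaction of -0.02, against 0.39 in A549 and 0.23 in PC9. CPM values, made here from the counts, are TMM-scaled group means with SD. The overlap of the lines was tested with one-sided Fisher's exact tests over the genes tested.

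Gene lists were tested with camera from limma 3.58.1 on voom values, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists of a contrast. There were 47 lists of 11 to 38 genes, and a list needed 5 measured members. Members past the threshold were counted with the adjustment over all genes and adjusted over the list alone. Each list was also tested with an estimated correlation and with fry, a rotation test.

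The genes named in the text follow a rule. SIX4 came first. In each line the rule took the 10 largest rises and the 10 largest falls among genes past the threshold whose 3 SIX4 libraries all lie beyond the 3 controls. The mean count had to be at least 50 in the higher group, and the symbol could not be a clone name. For 3 libraries against 3, chance alone gives such a separation in 10% of genes. The rule took 8 genes in each direction for shared responses, 5 for the interaction, 8 for the controls and up to 4 members of a list, and the relatives of SIX4 whatever their test. Some genes and lists that the rule or the tests took are not reported here. List members were taken by absolute log2 change among those past the threshold. The rule was applied again to the genes with no opposite exon. Some genes outside it were named after their values were seen. They are MCM3, CDT1, CXCL2, PTGS2, ASNS and DHCR7 in the A549 lists, RRM2, MCM4, S100A4, TGFBI and C3 in the PC9 lists, and SNAI1, TWIST2 and ZEB1, which did not pass there. Members named for the interaction and the control lines were also chosen for their contrast with the other results, as were KRT19 and the highly counted BEST1, FTH1, AC006064.4 and GAPDH.

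The contrasts, the tests, the lists, the naming rule and the first set of alternatives were fixed before the data were examined. That set comprised DESeq2 size factors and library totals as scalings, no filter, a filter of 50 counts in 3 libraries, DESeq2 1.42.0, limma with voom weights, each line fitted alone, the replicate number as a block, a 2-fold minimum, and leaving out each library in turn. Another set was chosen after the data were seen. It comprised the genes with no opposite-strand exon (8017 tested, normalized by themselves), the genes with no opposite-strand gene, the strand ratio of each library as a covariate, only the third library of each A549 group, and all libraries thinned to 2560908 counts.

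The strand ratio was taken over 543 pairs of a host gene and an antisense gene, with at least 600 counts in total and an overlap of at least 30%. It is the median over the pairs of the log2 ratio of host to antisense counts, centred over the libraries. Overlaps were found with bedtools 2.31.1. Replicate numbers were not used to pair libraries. After removal of group means, SIX4 and control libraries of the same number had correlations from -0.39 to -0.09 over 5563 genes, and each SIX4 library correlated better with a control of another number.

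The gene test was tested on simulated data drawn from the real means and library sizes, with 200 changed genes. Of the changed genes that passed the filter in the A549 contrast, 46.3% of those changed 1.5-fold, 66.7% of those changed 2-fold and 100% of those changed 4-fold were recovered, among 15705 genes tested, and 8 of 149 calls were false. In the PC9 contrast the shares were 43.3%, 83.6% and 100% among 15741 genes tested, and 9 of 159 calls were false. A seeded list of 25 genes changed 1.5-fold was called in the right direction in each line, and 0 of 44 unchanged lists were called. Correlation between genes and a strand ratio that differs between groups were not tested in this way. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3.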

Results

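Messenger RNA was counted in 12 libraries from 2 human lung adenocarcinoma lines, A549 and PC9, in which the gene SIX4 had been introduced stably with a lentivirus. SIX4 is a homeobox transcription factor of the sine oculis family. A549 carries mutant KEAP1, and PC9 carries an activating deletion in EGFR. Each line gave 3 control libraries and 3 libraries with added SIX4. The design asks which transcripts follow added SIX4 in each line and whether the 2 lines respond alike. The count totals ran from 3969718 to 4657250 in A549 controls and from 2560908 to 2955579 in A549 with SIX4. They ran from 3119555 to 3743155 in PC9 controls and from 3366512 to 4010336 in PC9 with SIX4. The labels do not say that the 3 libraries of a group came from separate cultures, so the p-values measure only the spread between these libraries.

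The counts have a feature that bears on every comparison with A549. BEST1, an ion channel gene of the retinal pigment epithelium, was the largest gene in the table, with 1.85% of all counts. It lies opposite FTH1, the ferritin heavy chain gene, which held 0.367%. The antisense gene AC006064.4 held 465676 counts against 186998 for its partner GAPDH, a glycolytic enzyme. A strand ratio was therefore taken for each library, as the median centred log2 ratio of host gene to antisense gene counts over 543 overlapping pairs. It was 0.27 ± 0.15 in A549 controls and -0.41 ± 0.25 in A549 with SIX4, against 0.10 ± 0.25 in PC9 controls and 0.02 ± 0.19 in PC9 with SIX4 (mean ± SD, n = 3 each). Genes with no annotated exon opposite them were for that reason also normalized and tested by themselves, a choice made after the data had been seen. In that test the A549 log2 changes lay higher by a median of 0.13 than in the test of all genes. A gene with an opposite exon is named here with its partner, and its value is uncertain.

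**Figure D1:**
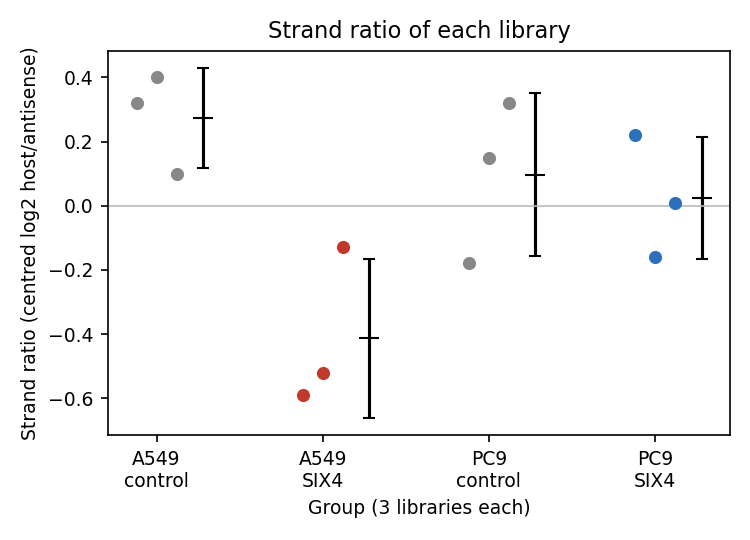
The strand ratio of each of the 12 libraries is plotted as the centred log2 ratio of host to antisense gene counts, with points for libraries and bars for the group mean and SD (n = 3). The A549 libraries with SIX4 lie between -0.59 and -0.13 and the A549 controls between 0.10 and 0.40, while the PC9 groups overlap.

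SIX4 itself was higher in every library that was labelled as carrying it. In A549 it rose from 6.51 ± 1.65 to 95.6 ± 4.07 CPM (mean ± SD, n = 3), a 14.8-fold change. The log2 change was 3.89 ± 0.16 (SE), with an adjusted p of 4.1e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In PC9 it rose from 19 ± 2.39 to 76.1 ± 6.64 CPM, with a log2 change of 2.0 ± 0.14 (edgeR adjusted p = 1e-12). The A549 values per library were 4.82, 8.11 and 6.59 CPM in controls and 91.5, 95.7 and 99.6 CPM with SIX4. In PC9 they were 17.7, 21.8 and 17.6 CPM against 82.8, 76.0 and 69.5 CPM. Among the relatives of SIX4, SIX2 had 0 counts in A549 controls and 7 counts over the 3 A549 libraries with SIX4, which makes it at least 3.76-fold higher against a floor of 3 counts over the group (edgeR adjusted p = 0.015). SIX5, which lies opposite AC074212.1, changed by -0.15 ± 0.12 in A549 and -0.45 ± 0.16 in PC9 and passed in neither. SIX3 was too low to test, with 31 and 15 counts in A549 and 6 and 11 counts in PC9, and SIX6 had 0 counts in all 4 groups. Among the EYA phosphatases that bind SIX4 and its relatives, EYA4 fell in PC9 by 0.89 ± 0.23 on the log2 scale (edgeR adjusted p = 0.014) and lies opposite TARID. EYA2 (-0.43 ± 0.42 in A549, 0 counts in PC9) and EYA3 (0.02 ± 0.23 in A549, -0.27 ± 0.26 in PC9) did not pass, and EYA1, opposite AC015687.1, had 0 counts in A549 and 27 in PC9.

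**Figure D2:**
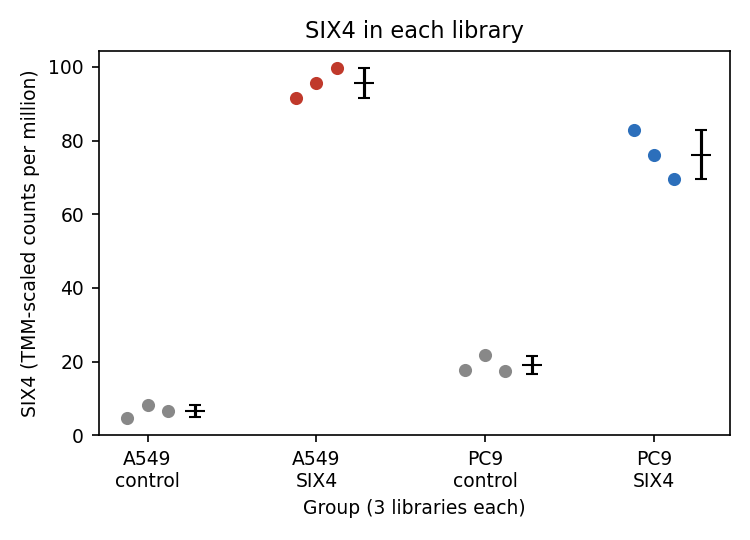
TMM-scaled CPM of SIX4 are plotted on a linear axis from 0 for the 12 libraries, with points for libraries and bars for the group mean and SD (n = 3). The libraries labelled SIX4 lie between 69.5 and 99.6 CPM and the controls between 4.82 and 21.8 CPM.

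In A549, SIX4 libraries had more mRNA for KRT19, LAMB3 and LCN2 and less for HNF4A. KRT19, a keratin of simple epithelia, rose from 56.7 ± 1.41 to 203 ± 18.2 CPM (log2 change 1.84 ± 0.09). LAMB3, a chain of the basement membrane protein laminin-332, rose from 35.9 ± 3.95 to 134 ± 18.8 CPM (1.90 ± 0.12). LCN2, an iron-siderophore binding protein of the acute phase, rose from 8.69 ± 2.51 to 41.0 ± 3.52 CPM (2.25 ± 0.16). HNF4A, a transcription factor of liver and gut epithelium, fell from 15.1 ± 0.521 to 4.10 ± 0.271 CPM (-1.87 ± 0.32), with n = 3 in each group throughout.

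Of the 16078 genes tested in A549, 1999 were higher and 1763 lower with SIX4 at an adjusted p of 0.05. Among the 8017 genes with no opposite exon, tested by themselves, 699 were higher and 684 lower. The direction moved with the opposite strand. Of 880 genes with an opposite exon over more than 50% of their length, 403 were higher and 11 lower, with a median log2 change of 0.50, and of 6929 genes with no opposite annotation 357 were higher and 990 lower, with a median of -0.14. When the strand ratio of each library was a covariate, 706 genes passed in place of 3762, and with only the third library of each A549 group, whose ratios lie closest, 265 passed.

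The largest rises in A549 that the naming rule took were SPARC, HEATR6-DT, NPNT and NID2, each with an opposite exon. SPARC, a collagen-binding matrix glycoprotein opposite CLMAT3, went from 0.702 ± 0.391 to 27.7 ± 6.56 CPM. NID2, a basement membrane nidogen opposite RTRAF, went from 14.2 ± 2.25 to 105 ± 7.44 CPM. HEATR6-DT (opposite WFDC21P) and NPNT (nephronectin, opposite AC109361.1) had log2 changes of 4.28 ± 0.24 and 3.54 ± 0.26. Among genes with no opposite exon, RRAD, a Ras-related GTPase, rose by a log2 change of 2.35 ± 0.25 and PDZK1IP1, a small membrane protein, by 1.81 ± 0.12. CTSS (cathepsin S, 1.66 ± 0.23), MXRA8 (1.57 ± 0.19), RGS2 (a regulator of G-protein signalling, 1.52 ± 0.26) and the neutrophil chemokine CXCL5 (1.51 ± 0.10) followed. The largest falls were those of SGSM1 (-2.61 ± 0.33), the gel-forming mucin MUC5B (-2.25 ± 0.16, opposite MUC5B-AS1), the inhibin subunit INHBB (-2.04 ± 0.23) and the intestinal cadherin CDH17 (-2.00 ± 0.39). RAP1GAP, which switches off the GTPase RAP1, fell from 51.7 ± 3.20 to 14.4 ± 3.41 CPM, and the sialyltransferase ST6GAL2 from 40.3 ± 1.31 to 11.5 ± 2.13 CPM. CATSPERG (-1.79 ± 0.33, opposite AC005625.1), C6orf141 (-1.76 ± 0.30), the adaptor FYB1 (-1.73 ± 0.28), DSCAML1 (-1.72 ± 0.37) and HS3ST6 (-1.70 ± 0.26) completed the falls the rule took. With the strand ratio as covariate, CDH17 (log2 change -1.55, adjusted p = 0.337), HNF4A (-1.77, 0.173), CATSPERG (-1.50, 0.12), ST6GAL2 (-1.34, 0.0672) and FYB1 (-1.55, 0.0542) still pointed down and no longer passed edgeR's test. With only the third library of each A549 group, so 1 library against 1, CDH17 (-1.63, 0.323), HNF4A (-1.99, 0.196), CATSPERG (-0.95, 0.458), ST6GAL2 (-1.48, 0.0544), FYB1 (-1.29, 0.23) and C6orf141 (-1.84, 0.172) did not pass.

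Of the 47 gene lists fixed beforehand, 45 had enough measured members for camera in A549, and 12 passed with its preset correlation of 0.01. None of the 12 passed with an estimated correlation. Among genes with no opposite exon 14 of 42 lists passed, 2 of them also with an estimated correlation. The fibroblast markers (0 of 3 measured members higher, 2 lower) and the endothelial markers (0 of 2 higher or lower) were too few to test.

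The NRF2 targets, antioxidant and detoxification genes, fell in A549. Of 28 measured members, 16 were lower and 5 higher, the same counts when adjusted over the list alone (camera adjusted p = 9.2e-06, and adjusted p = 0.37 with an estimated correlation). Among the 20 members with no opposite exon, 12 were lower and 3 higher (camera adjusted p = 2.4e-06, and adjusted p = 0.046 with an estimated correlation). The aldo-keto reductases AKR1C2 (-1.20 ± 0.08) and AKR1C3 (-0.82 ± 0.09) fell, as did the ferritin light chain FTL (-0.76 ± 0.07) and OSGIN1 (-1.37 ± 0.27), while AKR1B1 rose (0.82 ± 0.08). AKR1C1, AKR1C2 and AKR1C3 are close paralogs whose reads are hard to tell apart, so their single values are uncertain.

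The NF-kB cytokines and chemokines rose in A549, with 8 of 21 members higher and 2 lower, and 9 higher and 2 lower when adjusted over the list alone (camera adjusted p = 0.04, and adjusted p = 0.38 with an estimated correlation). Among 17 members with no opposite exon, 9 were higher and 1 lower (camera adjusted p = 1.5e-05, and adjusted p = 0.032 with an estimated correlation). The neutrophil attractants CXCL5 (1.51 ± 0.10), CXCL8 (1.30 ± 0.15), CXCL3 (1.06 ± 0.26) and CXCL2 (0.97 ± 0.20) rose, and PTGS2, the inducible cyclooxygenase, fell (-0.73 ± 0.13). The list's call over all genes ended without control library 3 (camera adjusted p = 0.0977), without SIX4 library 3 (0.153), with library totals as the only scaling (0.0522) and with the replicate number as a block (0.0703).

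The G1/S and DNA replication list also rose in A549. Of 32 members 8 were higher and 1 lower, and 10 and 1 when adjusted over the list alone (camera adjusted p = 0.0012, and adjusted p = 0.18 with an estimated correlation). The replicative helicase subunits MCM6 (0.73 ± 0.16), MCM4 (0.67 ± 0.12) and MCM3 (0.51 ± 0.13) rose, and CDT1, which loads that helicase, fell (-0.45 ± 0.10). The cholesterol biosynthesis list had 10 of 24 members higher and 0 lower, the same counts when adjusted over the list alone (camera adjusted p = 0.015, and adjusted p = 0.38 with an estimated correlation). Its call ended without control library 3 (adjusted p = 0.0531) and without SIX4 library 3 (0.0973). The sterol enzymes MSMO1 (0.60 ± 0.17) and DHCR7 (0.55 ± 0.11) rose. The mRNAs encoded in mitochondria had 7 of 13 members higher and 0 lower, or 8 and 1 when adjusted over the list alone (camera adjusted p = 1e-04, and adjusted p = 0.38 with an estimated correlation). MT-CYB rose by 0.69 ± 0.08 and MT-ND6, the one of these genes encoded on the other strand of the mitochondrial DNA, by 0.95 ± 0.12. The mitochondrial tRNA genes on the strand of MT-ND6 held 9349 to 10816 counts per A549 control library. With SIX4 they held 11805 to 12278, although these libraries had lower totals. Those on the opposite strand held 18 to 50 counts in the same libraries. Opposite-strand counting is thus not excluded for MT-ND6, and its value is uncertain.

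Alveolar and club cell identity genes and cytosolic ribosomal protein genes fell in A549 both over all genes and over those with no opposite exon. The alveolar and club cell list had 3 of 9 lower and 0 higher, the same when adjusted over the list alone (camera adjusted p = 0.0055, and adjusted p = 0.27 with an estimated correlation). Its fallen members were the airway mucins MUC5B and MUC5AC (-1.52 ± 0.14) and the lung and gut transcription factor FOXA2 (-0.74 ± 0.15). Of 32 cytosolic ribosomal protein genes 15 were lower and 0 higher, and 22 lower when adjusted over the list alone (camera adjusted p = 2.2e-10, and adjusted p = 0.38 with an estimated correlation). Among 20 of them with no opposite exon 6 were lower (camera adjusted p = 0.00011, and adjusted p = 0.25 with an estimated correlation). Without opposite-exon genes the alveolar and club cell list passed at 0.016, with an adjusted p = 0.23 with an estimated correlation.

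Some lists passed in A549 in one version of the test and not in the other. The amino acid response and serine synthesis list had 12 of 22 members lower and 1 higher (12 and 2 when adjusted over the list alone; camera adjusted p = 1e-04, and adjusted p = 0.28 with an estimated correlation), with falls of PHGDH, the first enzyme of serine synthesis (-1.43 ± 0.11), and of the stress genes TRIB3 (-1.40 ± 0.13) and ASNS (-0.87 ± 0.13). Without opposite-exon genes its adjusted p was 0.31. The ERK output and immediate early genes (8 of 27 lower, 0 higher; 8 and 1 over the list alone) passed at 0.0083, with an adjusted p = 0.38 with an estimated correlation and 0.25 without opposite-exon genes. The hypoxia and glycolysis list (11 of 28 lower, 2 higher, the same over the list alone) passed at 0.013, with an adjusted p = 0.38 with an estimated correlation and 0.97 without opposite-exon genes, where the test pointed up and the median was -0.06. The non-coding and nuclear-retained RNAs (5 of 8 lower, 0 higher, the same over the list alone) passed at 1e-04, with an adjusted p = 0.18 with an estimated correlation, and had too few members without an opposite exon. SNHG1 (-0.98 ± 0.12) and NEAT1 (-0.93 ± 0.09) fell in it. In the other direction, 6 lists rose among genes with no opposite exon and not among all genes. They were the collagens, laminins and other matrix (9 of 20 higher, camera adjusted p = 2.9e-05), Hippo-YAP targets (7 of 16, 0.0022), G2/M and mitosis (7 of 23, 0.011), the SIX4 network with EYA and DACH proteins (2 of 5, 0.015), Wnt pathway targets (3 of 11, 0.028) and replication-dependent histones (3 of 5, 0.028). The 2 higher members of the SIX4 network were SIX2 and the introduced SIX4 itself, so its call does not count as a response. The matrix list had 2 lower members, the G2/M list 1 and the others 0. In that order their adjusted p values were 0.11, 0.15, 0.16, 0.2, 0.23 and 0.23 with an estimated correlation, and 0.18, 0.14, 0.17, 0.18, 0.85 and 0.1 over all genes. COL4A6 (1.29 ± 0.12), a basement membrane collagen, and CCN1 (0.92 ± 0.16), a YAP-induced matricellular protein, rose in the first pair of these.

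In PC9, SIX4 libraries had more mRNA for integrins, complement proteins and members of the mesenchymal list, and less for DNA replication, NRF2 and fatty acid synthesis genes. FN1, the matrix glycoprotein fibronectin, rose from 1050 ± 84.9 to 4570 ± 291 CPM, a 4.35-fold change (log2 change 2.12 ± 0.08, n = 3 each). ANPEP, a cell-surface aminopeptidase, rose from 1.78 ± 0.849 to 23.4 ± 3.82 CPM (3.71 ± 0.30), and GLI2, a transcription factor of Hedgehog signalling, from 10.5 ± 1.96 to 30.8 ± 7.19 CPM (1.57 ± 0.20). ALDH1A1, a retinaldehyde dehydrogenase, fell from 22.5 ± 2.88 to 5.91 ± 2.15 CPM (-1.92 ± 0.18). AKR1B10, an aldo-keto reductase of the NRF2 programme, fell from 446 ± 14.6 to 157 ± 13.3 CPM (-1.51 ± 0.09).

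In PC9 568 genes were higher and 391 lower of the 16078 tested, and 423 and 340 of the 8017 with no opposite exon. Of the 880 genes with an opposite exon over more than 50% of their length 41 were higher and 11 lower, and of the 6929 with no opposite annotation 264 and 175, so the former leaned more to rises, as they did in A549. The class medians stayed between 0 and 0.07 in this line. The total of 959 fell to 605 without control library 2 and to 637 without SIX4 library 2. A covariate for the strand ratio gave 1640 genes, among them 958 of the 959.

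Other rises in PC9 were those of LOXL4, a lysyl oxidase opposite AL139241.1 (1.81 ± 0.28), the serine protease PRSS12 (1.80 ± 0.23), PDZK1IP1 (1.74 ± 0.12), the carboxypeptidase CPA4 (1.59 ± 0.32), the water and glycerol channel AQP3 (1.59 ± 0.20), the secreted protein WFDC2 (1.54 ± 0.19) and the small GTPase RHOU (1.47 ± 0.26). Among genes with no opposite exon the rule also took the non-coding FAM83A-AS1 (1.44 ± 0.31). SPP1, the secreted phosphoprotein osteopontin, fell from 49.6 ± 5.33 to 13.8 ± 3.22 CPM, and SCD, which desaturates fatty acids, from 1050 ± 61.7 to 487 ± 26.2 CPM. The glutamate transporters SLC1A6 (-4.35 ± 0.47, opposite CCDC105) and SLC1A3 (-1.20 ± 0.27), the secretory cell protein AGR2 (-1.19 ± 0.18), the calprotectin subunit S100A8 (-1.18 ± 0.17), COL6A2 (-1.13 ± 0.16) and CD82-AS1 (-1.17 ± 0.20, opposite CD82) also fell. SLC1A3 did not pass without control library 2 (edgeR adjusted p = 0.0733), and SLC1A6 did not pass DESeq2 (adjusted p = 0.0566).

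In PC9 22 of 45 lists passed camera, and 9 of these passed with an estimated correlation. Among genes with no opposite exon 17 of 42 passed, 9 of them with an estimated correlation. The G1/S and DNA replication list had 15 of 32 members lower and 0 higher, or 18 lower when adjusted over the list alone (camera adjusted p = 9.8e-14, and adjusted p = 0.0019 with an estimated correlation). The sliding clamp PCNA fell by 0.61 ± 0.10 on the log2 scale, the ribonucleotide reductase subunit RRM2 by 0.60 ± 0.11 and MCM4 by 0.53 ± 0.11. The G2/M and mitosis list had 4 of 30 lower and 0 higher, or 8 lower when adjusted over the list alone (camera adjusted p = 3.2e-07, and adjusted p = 0.017 with an estimated correlation). Its fallen members included the mitotic kinase AURKA (-0.68 ± 0.14), cyclin B1 (CCNB1, -0.56 ± 0.11) and the proliferation marker MKI67 (-0.47 ± 0.10). The MYC targets had 4 of 22 lower and 0 higher, or 6 lower over the list alone (camera adjusted p = 2.5e-06, and adjusted p = 0.025 with an estimated correlation), with the nucleolar proteins NOP56 (-0.46 ± 0.11) and NCL (-0.43 ± 0.08). The heat shock response had 5 of 14 lower and 0 higher, or 6 lower over the list alone (camera adjusted p = 7.4e-07, and adjusted p = 0.025 with an estimated correlation), with the chaperones HSPA8 (-0.45 ± 0.08) and HSPB1 (-0.41 ± 0.08).

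The NRF2 targets fell in PC9 too, with 15 of 28 lower and 1 higher, or 21 and 1 when adjusted over the list alone (camera adjusted p = 1.4e-24, and adjusted p = 0.014 with an estimated correlation). AKR1B10, AKR1C1 (-1.29 ± 0.09, uncertain among its paralogs), the efflux pump ABCC2 (-0.90 ± 0.10) and FTL (-0.86 ± 0.07) fell, and HMOX1, the inducible heme oxygenase, rose (0.87 ± 0.23). Fatty acid synthesis and desaturation had 5 of 16 lower and 0 higher, or 8 lower over the list alone (camera adjusted p = 1.6e-08, and adjusted p = 0.014 with an estimated correlation). SCD (-1.11 ± 0.08), the fatty acid synthase FASN (-0.61 ± 0.09) and ME1, which supplies NADPH (-0.63 ± 0.13), were among them.

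In PC9 3 lists rose under either correlation. The mesenchymal state list had 6 of 18 higher and 0 lower, or 7 higher over the list alone (camera adjusted p = 1.6e-08, and adjusted p = 0.028 with an estimated correlation). FN1, S100A4 (0.77 ± 0.15) and TGFBI (0.45 ± 0.09) rose in it. The transcription factors SNAI1 (-0.01 ± 0.49), TWIST2 (0.29 ± 0.28) and ZEB1 (0.67 ± 0.33, opposite ZEB1-AS1) did not pass. The integrins had 9 of 15 higher and 0 lower, or 10 higher over the list alone (camera adjusted p = 4.1e-09, and adjusted p = 0.014 with an estimated correlation), with the epithelial subunits ITGB6 (0.94 ± 0.20) and ITGB4 (0.81 ± 0.09). Complement and coagulation had 7 of 14 higher and 0 lower, or 9 and 1 over the list alone (camera adjusted p = 1.8e-06, and adjusted p = 0.027 with an estimated correlation), with the complement proteases C1S (1.10 ± 0.13) and C1R (0.73 ± 0.14), factor B (CFB, 1.21 ± 0.32) and C3 (0.61 ± 0.09).

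The other 13 lists that passed in PC9 lost the call with an estimated correlation. The collagens, laminins and other matrix had 12 of 29 higher and 1 lower, or 13 and 2 over the list alone (camera adjusted p = 8.1e-07, and adjusted p = 0.13 with an estimated correlation), with LAMA3 (1.36 ± 0.14) and COL5A1 (1.25 ± 0.11) higher and COL6A2 lower. The TGF-beta response had 6 of 23 higher and 1 lower, or 9 and 1 over the list alone (5.7e-06, and adjusted p = 0.13 with an estimated correlation), with INHBA (0.75 ± 0.13). Hippo-YAP targets had 7 of 23 higher and 1 lower, or 7 and 3 over the list alone (0.0038, and adjusted p = 0.29 with an estimated correlation), with IGFBP3 (1.25 ± 0.09). Cholesterol biosynthesis had 6 of 24 lower and 1 higher, or 10 and 1 over the list alone (1e-04, and adjusted p = 0.14 with an estimated correlation), with falls of SC5D (-1.12 ± 0.31) and INSIG1 (-0.60 ± 0.11). NF-kB cytokines and chemokines had 5 of 21 higher and 1 lower, or 6 and 1 over the list alone (0.014, and adjusted p = 0.22 with an estimated correlation), with IL32 higher (2.38 ± 0.46) and CXCL8 lower (-0.83 ± 0.19), and the call ended without SIX4 library 1 (0.0583).

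The remaining 8 lists of these 13 had few passing members. Matrix proteases and their inhibitors (5 of 22 higher, 0 lower; 7 higher over the list alone) passed at 0.0032, with an adjusted p = 0.14 with an estimated correlation, led by the plasminogen activator PLAT (1.28 ± 0.11). Antigen presentation (3 of 18 higher, 0 lower; 4 over the list alone) passed at 0.01, with an adjusted p = 0.064 with an estimated correlation. They included HLA-B (1.20 ± 0.17, opposite AL671883.2) and HLA-F (0.82 ± 0.21, opposite AL645939.1), which are close paralogs, so these values are uncertain. Angiogenesis factors (4 of 19 higher, 0 lower; 8 over the list alone) passed at 0.0062, with an adjusted p = 0.14 with an estimated correlation. The mRNAs encoded in mitochondria (1 of 13 lower, 0 higher; 3 over the list alone) passed at 5.7e-05, with an adjusted p = 0.24 with an estimated correlation. The last 4 depended on single libraries. Nuclear-encoded oxidative phosphorylation genes (1 of 23 lower, 0 higher; 2 over the list alone) passed at 0.02, with an adjusted p = 0.24 with an estimated correlation and 0.12 without SIX4 library 2. Skeletal muscle development (2 of 8 higher, 0 lower; 3 over the list alone) passed at 0.044, with an adjusted p = 0.25 with an estimated correlation and 0.154 without SIX4 library 2. Cytosolic ribosomal proteins (3 of 32 lower, 0 higher; 3 over the list alone) passed at 0.036, with an adjusted p = 0.74 with an estimated correlation and 0.712 without control library 3. Replication-dependent histones (1 of 5 higher, 0 lower; 2 over the list alone) passed at 0.017, with an adjusted p = 0.19 with an estimated correlation and 0.0835 without control library 1. When only genes with no opposite exon were tested, matrix proteases (camera adjusted p = 0.0505), angiogenesis factors (0.061), antigen presentation (0.0682), oxidative phosphorylation (0.0837) and ribosomal proteins (0.114) did not pass, and skeletal muscle had too few members to test. The amino acid response and serine synthesis list passed only there, with 4 of 11 higher and 1 lower, or 7 and 2 over the list alone (0.047, and adjusted p = 0.21 with an estimated correlation), and over all genes it did not pass (0.36).

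**Figure D3:**
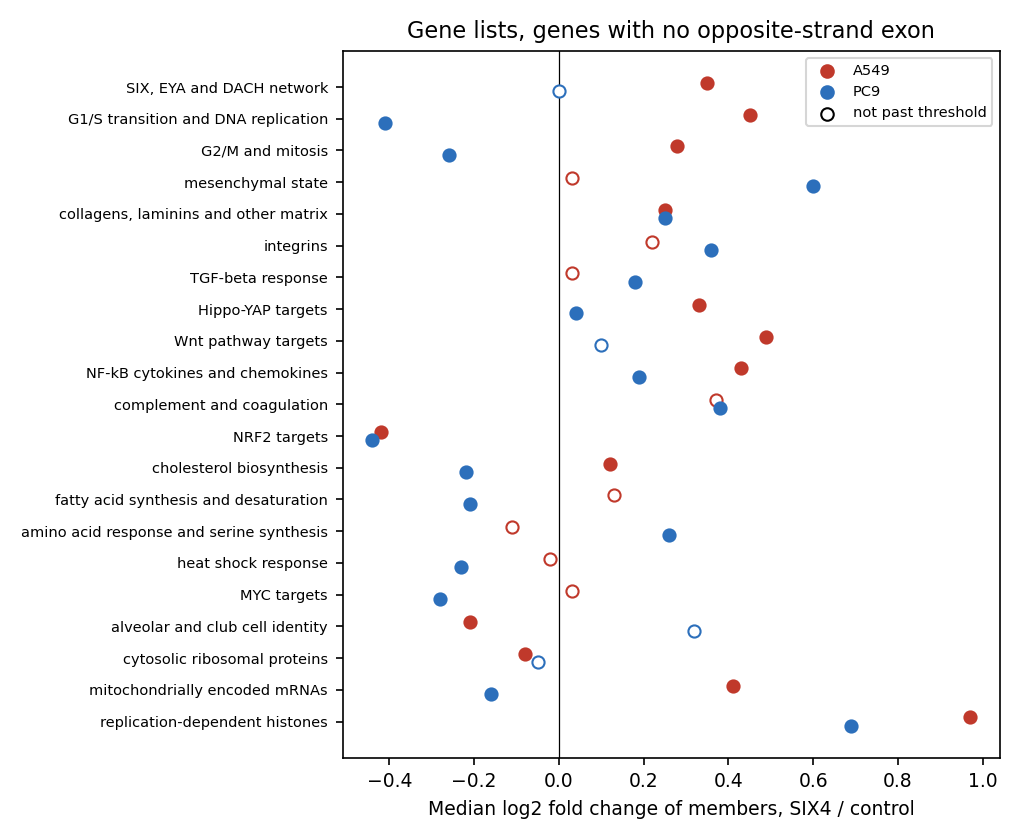
Median log2 fold changes of the members with no opposite exon are plotted on the x axis for the lists reported here that passed camera in at least 1 line, in A549 (red) and PC9 (blue), with filled points where the list passed. The G1/S and DNA replication list lies at 0.45 in A549 and -0.41 in PC9, and the NRF2 targets lie at -0.42 and -0.44.

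Genes that changed the same way in both lines included PDZK1IP1 and FN1, which rose, and ABCG2 and FTL, which fell. PDZK1IP1 rose from 24.6 ± 0.272 to 86.4 ± 2.31 CPM in A549 and from 29 ± 2.5 to 96.9 ± 4.47 CPM in PC9. FN1 rose from 1560 ± 41.3 to 2780 ± 143 CPM in A549, against its 4.35-fold rise in PC9. ABCG2, a drug efflux transporter, fell from 27.6 ± 1.91 to 13 ± 3.52 CPM in A549 and from 28.4 ± 4.29 to 13 ± 3.17 CPM in PC9. FTL fell from 4950 ± 133 to 2930 ± 152 CPM and from 2730 ± 109 to 1510 ± 34.1 CPM (all mean ± SD, n = 3).

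In all, 126 genes rose in both lines, where independent lists would share 70.6 (one-sided Fisher's exact p = 3e-11), and 69 fell in both, where independent lists would share 42.9 (p = 4.24e-05). Opposite changes were shared about as often. Of the genes tested, 68 were higher in A549 and lower in PC9 (48.6 from independent lists, one-sided Fisher's exact p = 0.00247), and 115 were lower in A549 and higher in PC9 (62.3, p = 3.38e-11). With no opposite exon the counts were 89 and 48 in the same direction (36.9 and 29 from independent lists) and 61 and 79 in opposite directions (29.6 and 36.1). Across the 6582 such genes with a mean over 10 CPM, the correlation of the 2 log2 changes was 0.0432 (Pearson's r) and -0.035 (Spearman). Genes are not independent replicates. The same-direction total of 195 was 125 without PC9 control library 3 and 123 without PC9 SIX4 library 2.

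The rule for shared genes also took MXRA8 (1.57 ± 0.19 in A549 and 1.25 ± 0.20 in PC9), LCN2 (2.25 ± 0.16 and 0.96 ± 0.09), the Src-family kinase FYN (1.37 ± 0.21 and 0.83 ± 0.19) and the anthrax toxin receptor ANTXR1 (0.78 ± 0.11 and 1.44 ± 0.18). SLCO4A1-AS1, opposite SLCO4A1, rose by 0.94 ± 0.20 and 1.01 ± 0.13, and HEATR6-DT by 0.99 ± 0.25 in PC9, which did not pass without PC9 SIX4 library 3 (edgeR adjusted p = 0.0778). Among genes with no opposite exon the rule added C1R and the decoy receptor BAMBI, which did not pass in PC9 in the test of all genes (0.68 ± 0.23, edgeR adjusted p = 0.074) and passed there in the test without opposite-exon genes (0.038). The shared falls were those of AKR1C3 (-0.82 ± 0.09 and -0.80 ± 0.10), AKR1C2 (-1.20 ± 0.08 and -0.69 ± 0.09), AKR1B10 (-0.67 ± 0.09 and -1.51 ± 0.09), the corepressor HR (-1.21 ± 0.15 and -0.70 ± 0.14), the cotransporter SLC12A2 (-0.82 ± 0.16 and -0.67 ± 0.14) and TM4SF1 (-0.73 ± 0.10 and -0.66 ± 0.13, opposite TM4SF1-AS1). FIBCD1 (-1.29 ± 0.17 and -0.66 ± 0.16) and ME1 (-0.75 ± 0.14 and -0.63 ± 0.13) were added among genes with no opposite exon. With the strand ratio as covariate, neither SLCO4A1-AS1 nor SLC12A2 passed edgeR's test in A549. The change of SLCO4A1-AS1 was then 0.48 (adjusted p = 0.362), and that of SLC12A2 stayed near its first value at -0.76 (0.0751). With only the third A549 libraries, 1 against 1, SLCO4A1-AS1 (0.59, 0.464), SLC12A2 (-0.47, 0.53) and TM4SF1 (-0.58, 0.0884) did not pass.

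**Figure D4:**
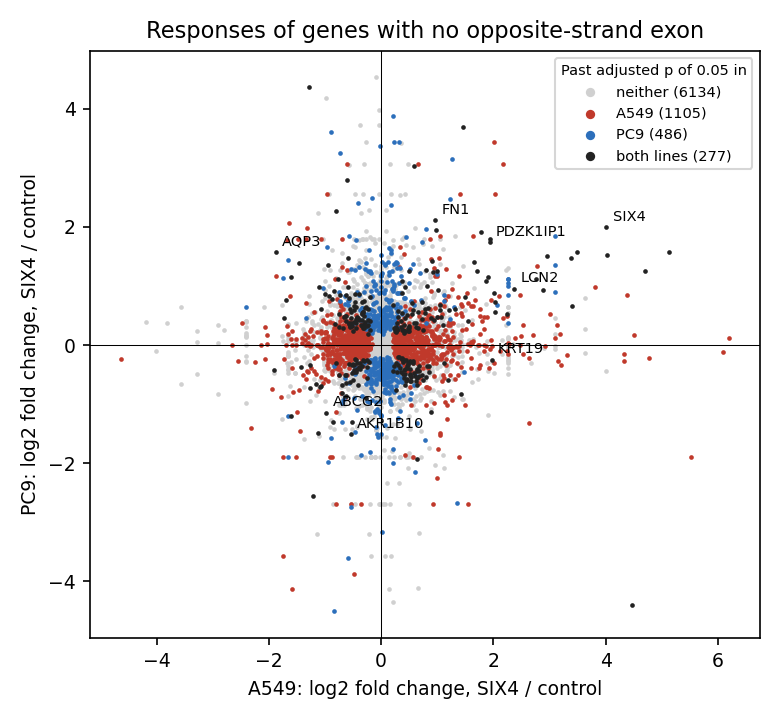
Each point is 1 of 8002 genes with no opposite exon, with its log2 fold change in A549 on the x axis and in PC9 on the y axis, coloured by the line or lines in which it passed edgeR's test at an adjusted p of 0.05. SIX4, PDZK1IP1, FN1 and LCN2 lie high on both axes, ABCG2 and AKR1B10 low on both, and AQP3 low in A549 and high in PC9.

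The responses of the 2 lines differed for the list of DNA replication genes and for single genes such as AQP3 and CXCL8, tested as the interaction (PC9 change minus A549 change). AQP3 rose in PC9 from 14.4 ± 1.32 to 43.1 ± 10.1 CPM and fell in A549 from 7.30 ± 0.895 to 1.85 ± 1.09 CPM, a difference of 3.59 ± 0.43 on the log2 scale. CXCL8, the neutrophil chemokine interleukin-8, rose in A549 from 26.6 ± 3.80 to 65.3 ± 5.52 CPM and fell in PC9 from 20.9 ± 4.55 to 11.8 ± 1.08 CPM (-2.13 ± 0.24). CA12, a membrane carbonic anhydrase, fell in A549 from 870 ± 6.43 to 457 ± 22.7 CPM and rose in PC9 from 2.03 ± 0.373 to 10.1 ± 1.66 CPM (3.20 ± 0.27). ALDH1A1 rose in A549 from 2780 ± 111 to 3930 ± 54.8 CPM against its fall in PC9 (-2.42 ± 0.20). KRT19 rose in A549 and did not pass in PC9 (-0.24 ± 0.08, edgeR adjusted p = 0.064; 0.00142 without opposite-exon genes), with a difference of -2.08 ± 0.12 (n = 3 in each group).

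In the interaction 1167 genes had the higher change in PC9 and 1182 the higher change in A549, and 539 and 530 of those with no opposite exon. The total was 1159 with the strand ratio as covariate, and with only the third A549 libraries it was 414. The G1/S and DNA replication list differed, with 17 of 32 members lower in PC9 relative to A549 and 0 higher, or 21 and 1 when adjusted over the list alone (camera adjusted p = 5e-12, and adjusted p = 0.0056 with an estimated correlation). MCM4 (-1.20 ± 0.16), MCM6 (-1.17 ± 0.20) and RRM2 (-1.10 ± 0.17) each rose in A549 and fell in PC9. Of the 20 lists that passed with the preset correlation this was the 1 that passed with an estimated correlation, and among genes with no opposite exon 8 of 10 did. Those 8 included the G2/M and mitosis list (7 of 23 lower in PC9 relative to A549, adjusted p = 0.02 with an estimated correlation), the mesenchymal state list (4 of 6 higher, 0.0076) and fatty acid synthesis and desaturation (3 of 9 lower, 0.041).

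The 2 control lines differed in most genes, which serves as a check of the line labels and a baseline. Most members of the epithelial list (25 of 30) were higher in PC9 controls and most of the mesenchymal list (15 of 18) in A549 controls, the latter with an adjusted p = 0.1 with an estimated correlation. S100A9, a calprotectin subunit, had 1 count in A549 controls and 296 ± 7.57 CPM in PC9 controls, a ratio of 3730 with a counting interval of 669 to 147000. MIR205HG, a squamous epithelial transcript, had 0 counts in A549 controls and 170 ± 11.6 CPM in PC9, at least 717-fold higher. CACNG7, a calcium channel subunit, had 159 ± 8.83 CPM in A549 controls and 0 counts in PC9, at least 544-fold lower there, and the Wnt agonist RSPO3 had 73.0 ± 5.04 CPM and 0 counts, at least 249-fold lower (n = 3 each).

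Of 16078 genes 5331 were higher and 5682 lower in PC9 than in A549 controls. The epithelial adhesion and identity list had 25 of 30 members higher in PC9 and 4 lower, the same over the list alone (camera adjusted p = 1.1e-09, and adjusted p = 0.037 with an estimated correlation), with KRT19 5.81 ± 0.10 higher on the log2 scale. The mesenchymal state list had 15 of 18 lower in PC9 and 0 higher, the same over the list alone (camera adjusted p = 1.1e-06, and adjusted p = 0.1 with an estimated correlation), with TGFBI at -4.81 ± 0.09. The NF-kB cytokines and chemokines had 17 of 21 lower and 2 higher, the same over the list alone (camera adjusted p = 2.8e-05, and adjusted p = 0.1 with an estimated correlation), with PTGS2 at -6.79 ± 0.26. Other genes at the extremes were ALPP (opposite AC068134.1), KLK5 (opposite AC011483.2), PRSS21, GRHL2 (opposite AP001207.3), PI3, S100A14, ARHGDIB and SYK, which were higher in PC9. BICC1, MEG3 (opposite AL117190.2), HTRA1 (opposite BX842242.1), EPDR1, FBN2 (opposite SLC27A6), CNTNAP3B, SDK2, GABRA5 and STK32B were lower there. For those with 0 counts in the lower group the bounds ran from at least 153-fold (STK32B) to at least 1670-fold (ALPP). Intervals and floors cover counting error only.

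Each line was also checked for transcripts of the other. The 51 genes with a mean over 20 CPM in A549 controls and under 0.05 CPM in PC9 controls had 23, 15 and 24 counts in the PC9 libraries with SIX4, which is 0.255, 0.182 and 0.322% of their summed CPM in A549 controls. The 30 corresponding PC9 genes had 8, 7 and 10 counts in the A549 libraries with SIX4, or 0.17, 0.145 and 0.182%. The control libraries are near 0 for these genes by the choice of the genes, so they give no background for the shares.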

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

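The test of opposite-strand counting, the PC9 gap, the call ratios and the regrouping tests were chosen only after the result was seen, and the prediction from the PC9 slope was written before.

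The responses of the 2 lines differed by the interaction test in 2349 genes. The largest differences with a higher change in PC9 were those of UNC13A (5.78), STAT4-AS1 (5.76), AQP3 (3.59) and STAT4 (3.52) on the log2 scale. UNC13A, a synaptic vesicle protein, had 0 counts in PC9 controls and 8 with SIX4, at least 2.4-fold, and STAT4-AS1 (opposite STAT4) had 0 and 9, at least 2.71-fold. For STAT4, opposite AC067945.3, 1 count stood against 6 (5.41-fold, interval 0.656 to 249), so the fitted differences of UNC13A, STAT4-AS1 and STAT4 are no bounds. In PC9 over all genes STAT4-AS1 passed edgeR's test (adjusted p = 0.032), and UNC13A (0.059) and STAT4 (0.34) did not. UNC13A passed there without opposite-exon genes (0.035). In A549, where counts were higher, UNC13A (-1.40 ± 0.24), STAT4-AS1 (-1.22 ± 0.24) and STAT4 (-1.44 ± 0.29) fell past the threshold. The STAT4 call ended in 7 of the 12 settings that leave out 1 library, with an adjusted p of up to 0.163 without PC9 SIX4 library 3.

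The largest differences with a higher change in A549 were those of SPARC (-5.73), BCRP1 (-4.83, opposite POM121L9P), HEATR6-DT (-3.30) and NPNT (-3.18). Each of these has an opposite exon. BCRP1 had 11 counts in PC9 controls and 1 with SIX4 (12.2-fold lower, interval 1.77 to 525, edgeR adjusted p = 0.087). The size of its fitted difference is therefore uncertain. The BCRP1 call ended without PC9 control library 2 (adjusted p = 0.0627).

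By camera with the preset correlation 20 lists differed between the lines, and the medians of those reported here (PC9 minus A549, log2) follow. Lower in PC9 were the G1/S and DNA replication list (-0.74), the mRNAs encoded in mitochondria (-0.44), cholesterol biosynthesis (-0.42), G2/M and mitosis (-0.36), fatty acid synthesis (-0.32), the SIX4 network (-0.30), MYC targets (-0.26) and NRF2 targets (-0.18). Higher in PC9 were non-coding RNAs (0.57), the mesenchymal state (0.56), integrins (0.56), skeletal muscle development (0.56), complement and coagulation (0.55), the amino acid response (0.54), neuroendocrine markers (0.53), angiogenesis factors (0.47), hypoxia and glycolysis (0.27), ribosomal proteins (0.20) and ERK output (0.17). The SIX4 network holds the introduced SIX4 itself, with an interaction of -1.88, so its call does not count as a response. Among genes with no opposite exon, hypoxia (median 0, adjusted p = 0.72), complement (0.21, 0.48), angiogenesis (0.33, 0.26), ERK output (0.04, 0.2), ribosomal proteins (0.08, 0.13) and the SIX4 network (-0.42, 0.079) did not pass. The neuroendocrine, muscle and non-coding lists had too few members there, and integrins passed with a median of 0.12. With genes at 0 counts placed at their bound, the medians of the SIX4 network, the mesenchymal state and the non-coding RNAs were -0.58, 0.59 and 0.51. Among genes with no opposite exon, 8 of the 10 lists that passed also did so with an estimated correlation. Integrins (adjusted p = 0.076) and the amino acid response (0.15) did not. Over all genes only the G1/S and DNA replication list passed with an estimated correlation (adjusted p = 0.0056). The next lowest adjusted p = 0.12 was that of the G2/M and integrin lists. Leaving out 1 library ended the calls of 7 lists, with these highest adjusted p values: NRF2 targets 0.123, MYC targets 0.103, the SIX4 network 0.0971, complement 0.0769, neuroendocrine markers 0.0694, non-coding RNAs 0.0574 and skeletal muscle 0.0559.

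Genes with an exon opposite another gene were higher in the A549 libraries with SIX4. Of 799 antisense genes, 86.1% had more counts per overlapping base than their host had per exon base (95% exact interval 83.5 to 88.4), which is consistent with counting on the strand opposite to the gene. Across the 6 PC9 libraries the gap between gene classes followed the strand ratio with a slope of -0.74 ± 0.10, which predicts 81.9% of the A549 gap (0.51 of 0.63 on the log2 scale, SE 10.9%), in line with libraries that differ in the share of reads from each strand. A rise of antisense transcripts with SIX4 cannot be told apart from this in A549, because the PC9 gap of 0.08 leaves open a response of that line alone.

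More genes passed in A549 than in PC9, by a ratio of 3.92 over all genes and 1.81 over genes with no opposite exon. With the strand ratio as covariate the ratio was 0.43. The strand ratio and SIX4 cannot be told apart as its cause, since 80.3% of the variance of the strand ratio in A549 lies between the groups, against 4.17% in PC9. Depth does not account for it, since at equal depth the ratio was 4.42 (3471 and 785 genes).

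Regrouping the libraries gave fewer genes than the real groups in every comparison. In A549, in PC9 and in the controls only 1 of 10 splits, the real one, reached the real count. The highest count of another split was 0, 1 and 0, but 10 splits are too few for a share under 0.05. Each other split also mixed the real groups and put their difference into the spread within groups, so these low counts carry no weight. For the interaction 1 of 100 drawn splits reached the real count, with 2154 as the highest other. The 11 other splits that kept the A549 groups intact gave 414 to 2154 genes. The others gave at most 37, but they put the A549 difference into the spread within groups, so their low counts carry no weight, and the 11 alone are too few for a share under 0.05. For genes changed the same way in both lines 1 of 100 splits reached the real count, and the highest other was 0, but each of the others broke the groups of a line in the same way.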

How the results depend on the processing

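All tests with genes chosen by strand, with the strand ratio, with the third A549 libraries and at equal depth were chosen only after the result was seen. The SIX4 change stayed between 3.70 and 4.07 in A549 and between 1.94 and 2.11 in PC9 on the log2 scale when 1 library was left out. Of 1651 repeats for 91 named gene results, 1620 kept direction and side of the threshold, 31 lost the threshold and 0 reversed. This total pools settings that do not bear on the strand ratio with those that do. With the strand ratio as covariate, 26 of the named A549 results kept the threshold and 7 lost it, while in PC9 32 kept it. A 2-fold minimum left 668 genes in A549, 216 in PC9, 769 in the interaction, 6317 in the controls and 25 shared, since it removes smaller changes. The replicate block, with 4 residual degrees of freedom, gave 571 in PC9 and 121 shared. With only genes with no opposite-strand exon, so with fewer genes tested, 1383 passed in A549, 1069 in the interaction and 5642 in the controls. With no opposite-strand gene these were 1212, 944 and 4874, with 121 shared. With the strand ratio as covariate 706 passed in A549, 1640 in PC9 and 1159 in the interaction, and the cause was not tested. With only the third A549 libraries, where a lone library is assumed to vary like the other groups, 265 passed in A549, 414 in the interaction and 46 were shared. Leaving out 1 library of the line or lines compared gave 2664 to 4081 genes in A549, 605 to 834 in PC9, 123 to 259 shared and 1756 to 2750 in the interaction. Leaving out 1 control library gave 10419 to 10764 in the controls. A library outside a comparison also moved its count, up to 1174 genes in PC9 and 11436 in the controls without A549 SIX4 library 3. DESeq2 gave 3251, 819, 2048, 10509 and 173 genes in A549, PC9, interaction, controls and shared, and limma with voom 3701, 981, 2218, 11104 and 196. The hypoxia and glycolysis list in A549 turned upward among genes with no opposite-strand exon (adjusted p = 0.972, and adjusted p = 0.977 with an estimated correlation), against 0.0128 over all genes and 0.00896 to 0.02 when 1 library was left out. The Wnt list in A549, at 0.851, turned downward without A549 SIX4 library 3 (0.878; range 0.59 to 0.928), and neither passed the threshold. The cause of these turns was not tested. Normalizing only genes with no opposite exon shifted the median log2 change by 0.13 in A549 and by -0.13 in the interaction. With CPM limits of 50 and 0.02 the share of A549 genes in PC9 was 0.0749% in place of 0.253%, and of PC9 genes in A549 0.112% in place of 0.166%, with fewer genes in each set. Depth limits what can be said of genes with few counts.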

Other observations

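The scan for neighbouring genes and its tests were planned before their values were seen, so no tests here were chosen only after the result was seen.

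A stretch of 31 genes on chromosome 14, from IFT43 to EML1, was the lowest in a scan of 6558 genes with no opposite exon in PC9. Its median log2 change was -0.39, 26 of the 31 genes lay below 0, and 4 were lower and 1 higher past the threshold. In A549 the median of the same genes was 0.07. In 1000 shuffled gene orders the lowest stretch reached -0.35, a share of 0.001, which is the smallest that 1000 shuffles can give, so chance clustering does not account for it. With the strand ratio as covariate the median was -0.37, so the strand ratio does not either. If the SIX4 cells had fewer copies of the stretch, its 33 genes with opposite exons would be lower as well. Their median was -0.26 (bootstrap interval -0.43 to -0.03), with 24 below 0. Fewer copies and a shared regulation of the neighbours cannot be told apart, because no DNA was measured.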
